# Compound Danshen Dripping Pill Inhibits Retina Cell Apoptosis in Diabetic Rats

**DOI:** 10.3389/fphys.2018.01501

**Published:** 2018-10-24

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** diabetic retinopathy, Danshen, apoptosis, retina, neuropeptide Y

## Abstract

**Scope:** Diabetic retinopathy (DR) is a severe microvascular complication of diabetes. Previous clinical trials have shown that Compound Danshen Dripping Pill (CDDP) improves DR symptoms. However, the mechanism involved remains unclear.

**Procedures:** Rats fed a high-fat diet and injected with streptozotocin (STZ) were used as an experimental type 2 diabetes rodent model. CDDP was administered to two groups of diabetic rats at 0.2 and 0.4 g/kg/day via gastric gavage for 12 weeks. After the 12 weeks of treatment, retinal function was evaluated by electroretinography (ERG). Histological staining and TdT-mediated dUTP nick-end labeling (TUNEL) assays were also performed. Retinal genome expression was determined by gene array.

**Results:** We found that CDDP moderated ERG and histological abnormalities in diabetic rats, independent of blood glucose level. A gene array showed that CDDP changed 262 genes significantly in the diabetic retina. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis indicated that differentially expressed genes in the CDDP-treated groups were involved mainly in the apoptosis pathway. Moreover, CDDP reduced the number of TUNEL-positive cells in the diabetic retinas. CDDP prevented the reduction in Bcl-2 expression and the increase in BCL-2 associated X (Bax) and caspase-3 (Casp3) expression in diabetic rats.

**Conclusion:** Our results suggest that CDDP exerts its neuroprotective functions by inhibiting cell apoptosis in diabetic rats.

## Introduction

Diabetic retinopathy (DR) is one of the main complications of diabetes (Cheung et al., 2010). It is the leading cause of blindness in patients aged 20–70 years. DR has become an important public health problem that affects more than 90% of diabetic patients. However, the current treatment for DR is for only advanced stages of the disease (Simo and Hernandez, 2009). Drugs for early stage intervention in DR are limited.

Previously, scientists believed that DR was only a diabetic microvascular complication (Abu-El-Asrar et al., 2004). However, increasing evidence shows that all retinal cells possess pathological changes from the early stages of diabetes (Lieth et al., 2000; Gardner et al., 2002). Emerging evidence shows that neurodegeneration of the retinal neurodegeneration occurs before vascular lesions in patients with diabetes and becomes an early pathogenic event in DR (Barber et al., 2011). Retinal neurodegeneration is an important event that induces microcirculatory abnormalities from the early stages of DR (Antonetti et al., 2012).

Danshen (*Salvia miltiorrhiza*), a Chinese herb, can be used to treat blood stasis and improve blood circulation. In fact, Danshen has been used widely for treating angina pectoris, myocardial infarction, and stroke. Compound Danshen Dripping Pill (CDDP) is the first traditional Chinese drug that has been approved by the American FDA in phase II clinical trials for the treatment of cardiovascular disease (Luo et al., 2013). The results of two clinical trials reveal that CDDP improves the symptoms of DR (Lian et al., 2015; Luo et al., 2015). Animal experiments show that Danshen prevents oxidative stress in the eyes of diabetic rats (Yue et al., 2006).

However, the exact mechanism of CDDP protection against DR remains unknown, particularly its neuroprotective mechanism. Our study was designed to utilize a whole transcriptome expression array to determine the important changes in gene expression that occur in the genomic profiles of early DR rats treated with CDDP. These results will help determine the potential protective mechanism of CDDP in patients with DR.

## Materials and Methods

### Study Design and Animal Experiments

Five-week-old male SD rats (132.9 ± 10.3 g) were purchased from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College (Beijing, China, SCXK-2014-0013). All rats were maintained in cages at 24 ± 1°C with the lights on from 6:00 a.m. to 6:00 p.m.

Control rats (*n* = 6) were fed a standard diet (kcal%: 10% fat, 20% protein, and 70% carbohydrate; 3.85 kcal/gm). Other rats (*n* = 18) were fed a high fat diet (kcal%: 45% fat, 20% protein, and 35% carbohydrate; 4.73 kcal/gm, Research Diet, New Brunswick, NJ, United States) for 4 weeks and were then injected intraperitoneally with streptozotocin (STZ, 30 mg/kg body weight) to induce diabetes (Guo et al., 2011; Ren et al., 2012; Davidson et al., 2014; Skovso, 2014; Zhang et al., 2016). Fasting blood glucose levels were measured with a Bayer Contour TS glucometer (Bayer, Hamburg, Germany). Fasting blood glucose (FBG) levels >11.1 mmol/L were used to indicate the successful establishment of the type 2 diabetes mellitus (T2DM) model. Then, the diabetic rats were divided randomly into the following three groups: diabetic group (*n* = 6), low dose CDDP group (LCDDP, *n* = 6, 0.2 g/kg/d), and high dose CDDP (HCDDP, *n* = 6, 0.4 g/kg/d) group. CDDP was prepared by Tasly Pharmaceutical Group Co., Ltd. (Tianjin, China) and included Danshen (*S. miltiorrhiza*), notoginseng (*Panax notoginseng*) and borneol. CDDP was dosed via gastric gavage once daily for 12 weeks in the LCDDP group and HCDDP groups. The control and diabetic groups received 0.5% saline. After 12 weeks of treatment, the rats were sacrificed by cervical dislocation. The fresh eyeballs were immediately enucleated. The retinas were separated and stored at -80°C to assess of RNA expression. The other eye was fixed in 4% paraformaldehyde for 24 h.

### Electroretinography (ERG)

Electroretinography activity was assessed after the 12 weeks of treatment. Before the ERG tests, the rats were dark-adapted for 12 h and anesthetized intraperitoneally with 2% pentobarbital (50 mg/kg) under a dim red light. The pupils were fully dilated with topical 1% tropicamide (Santen Pharmaceutical Co., Ltd., Japan). A Ganzfeld stimulator with a flash intensity of 3 cd.s.m^-2^ generated light stimuli for the rats. Corneal electrodes recorded the flash ERG responses for both eyes. The negative and ground electrodes were placed in the subcutaneous space of the cheek and the tail, respectively. ERG signals were collected by an ESPION Console (Diagnosys LLC, Littleton, MA, United States). The ERG signals were amplified 20,000-fold, and filtered for 10–300 Hz using an amplifier. The amplitude of the ERG waves was measured as the difference between the maximum positive (stimulation) and negative (baseline) peaks. The oscillatory potentials (OPs) were measured as four to six wavelets from the rising phase of the b-wave. The magnitude of the OPs was calculated as the sum of the three major amplitudes.

### Eyeball Histological Analysis

The eyeballs fixed in 4% paraformaldehyde were then cryoprotected in 30% sucrose, dehydrated in alcohol, and embedded in paraffin. Sections (5 μm) were stained with hematoxylin and eosin (H&E). Digital images were obtained using a Nikon Eclipse 90i digital microscope with the NIS-Elements 3.10 Image Analysis System (Nikon Instruments Inc., Lewisville, TX, United States). The total retinal thickness, inner nuclear layer (INL) thickness and outer nuclear layer (ONL) thickness were measured at 400× magnification. Two measurements were taken for each section at the two reference lines, which were 1 mm away from the optic nerve on both the superior and inferior sides. Cell numbers in the INL and the ONL were counted in the same region at 1000× magnification. All the cell nuclei within a fixed 25-μm column and centered with the 1-mm reference lines, were counted. The results from five sections per eye were averaged and there were six rats in each group.

### RNA Isolation and Gene Expression Array

Total RNA from the rat retinas was extracted using a mirVana^TM^ RNA Isolation Kit (Ambion, São Paulo, Brazil). Double-stranded cDNA was synthesized from RNA. Then cDNA was labeled with biotin. The biotinylated cDNA was purified, fragmented, and hybridized to an Affymetrix GeneChip Rat Gene 2.0 ST whole transcript-based array (Affymetrix Technologies, Santa Clara, CA, United States). After washing and staining, the microarrays were scanned using an Affymetrix Scanner 3000 7G (Santa Clara, CA, United States). Microarray signals were analyzed using Expression Console Software 1.41 (Affymetrix, Santa Clara, CA, United States). The final gene list contained only those proven sets with a *P* < 0.05 and fold change >1.5. For the interpretation and visualization of the data, Database for Annotation, Visualization, and Integrated Discovery (DAVID^1^) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database were used. The array data have been submitted to the GEO database (GSE115866^2^, for reviewers only).

### Quantitative Real-Time PCR

Total RNA from the retinas was used to synthesize cDNA with SuperScript II reverse transcriptase (Life Technologies, Carlsbad, CA, United States). Quantitative PCR was performed using gene-specific primers (Table 1), SYBR Green and an ABI Prism 7500 Real-Time System (Applied Biosystems, Foster City, CA, United States). Relative expression levels were calculated with the 2^-ΔΔCt^ method.

**Table 1:** Primer sequences for quantitative real-time PCR analysis.

Gene symbol	Gene bank ID	Forward primer	Reverse primer	Product size (bp)
Casp3	NM_012922	GGAGCTTGGAACGCGAAGAA	ACACAAGCCCATTTCAGGGT	169
Bcl-2	NM_016993	CTGGTGGACAACATCGCTCT	GCATGCTGGGGCCATATAGT	115
TIMP1	NM_053819	TGCTCAAAGGATTCGACGCT	AGCAGGGCTCAGATTATGCC	200
Bax	NM_017059	AGGACGCATCCACCAAGAAG	CAGTTGAAGTTGCCGTCTGC	166
NPY	NM_012614	TGGCCAGATACTACTCCGCT	TTCAAGCCTTGTTCTGGGGG	143

*Casp3, Caspase 3; Bax, BCL2 associated X; Npy, neuropeptide Y.*

### Immunohistochemistry for Bcl-2 and Bcl-2 Associated X (Bax) in the Retina

Paraffin-embedded retina sections were dewaxed and rehydrated. The sections were washed with phosphate-buffered saline (PBS), incubated with 10% goat serum in PBS for 30 min at room temperature, and incubated with an anti-Bcl-2 antibody (Cat. No. sc-7382, 1:200, Santa Cruz Biotechnology, Dallas, TX, United States) or anti-Bax antibody (Cat. No. sc-7480, 1:200, Santa Cruz Biotechnology, Dallas, TX, United States) at 4°C overnight. The next day, the sections were washed with PBS three times for 5 min and incubated with an horseradish peroxidase (HRP)-conjugated secondary antibody (Cat. No. sc-516102, 1:2000, Santa Cruz Biotechnology, Dallas, TX, United States) for 50 min at room temperature. After washing with PBS, the sections were stained with a 3,3′-diaminobenzidine (DAB) Color Development Kit (ZSGB-BIO, Beijing, China). Hematoxylin was used to stain the nuclei. The slides were analyzed using ImageJ Software (National Institutes of Health, Baltimore, MD, United States) at 400× magnification. Positive cells were brownish yellow. Five slides rat were analyzed, and there were with six rats per group.

### Apoptosis Assessment in the Retina

Apoptosis was evaluated with the TdT-mediated dUTP nick-end labeling (TUNEL) method. Briefly, paraffin-embedded sections were dewaxed, washed with PBS and incubated with Proteinase K for 20 min. After washing with PBS, 50 μL of reaction solution (TUNEL Apoptosis Detection Kit, Roche Applied Science, Mannheim, Germany) was added to each slide at 37°C for 60 min in the dark. After washing, the sections were incubated with 3% hydrogen peroxide for 20 min. Then, 50 μL of Converter-POD (TUNEL Apoptosis Detection Kit, Roche Applied Science, Mannheim, Germany) was added to the sections at 37°C for 30 min. Finally, a DAB Color Development Kit (ZSGB-BIO, Beijing, China) was used to stain the slides. Hematoxylin was used to stain the nuclei. The slides were analyzed using ImageJ Software (National Institutes of Health, Baltimore, MD, United States) at 400× magnification.

### Data Analysis

The values are expressed as the mean ± SD. Differences among the groups were compared with one-way ANOVA followed by Turkey’s *post hoc* test. Differences between two groups were compared with unpaired Student’s *t*-test. For gene ontology (GO) and KEGG pathway analyses, Fisher’s exact test was used. Differences were considered statistically significant for *P*-values <0.05. GraphPad Prism Software 5.0 (San Diego, CA, United States) was used for data analysis.

### Ethics Statement

Procedures involving animals and their care were conducted in accordance with international and national law and policies (EU Directive 2010/63/EU for animal experiments, ARRIVE guidelines and the Basel Declaration including the 3R concept). All procedures were performed with the approval of the Animal Care Committee of the Peking Union Medical Hospital Animal Ethics Committee (Project XHDW-2015-0051, February 15, 2015), and all efforts were made to minimize animal suffering.

## Results

### The Effect of CDDP on Body Weight and FBG Levels in Diabetic Rats

The body weight was lower in the diabetic group than in the control group (*P* < 0.01, Figure 1A). The CDDP groups also had comparable body weight to those of the diabetic group (*P* > 0.05, Figure 1A). The diabetic group had higher plasma glucose levels than the control group (*P* < 0.01, Figure 1B). Neither the low dose nor the high dose of CDDP decreased blood glucose levels in the diabetic rats (*P* > 0.05, Figure 1B).

**FIGURE 1:**
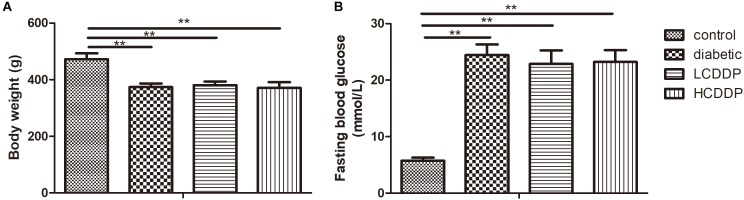
The effect of CDDP on body weight **(A)** and blood glucose levels **(B)** in diabetic rats. LCDDP, low dose Compound Danshen Dripping Pill; HCDDP, high dose Compound Danshen Dripping Pill. *n* = 6 in each group. ^∗∗^*P* < 0.01.

### The Effect of CDDP on the ERG Results in Diabetic Rats

To evaluate the effect of CDDP on DR, full-field flash ERG was measured. The amplitudes of the a-waves (*P* < 0.01, Figure 2A), b-waves (*P* < 0.01, Figure 2B), and OPs were significantly reduced in diabetic rats (*P* < 0.01, Figure 2C). Although CDDP did not moderate the amplitudes of the a-waves in diabetic rats (*P* > 0.05, Figure 2A), it enhanced the amplitudes of the b-waves and OPs (*P* < 0.05, Figures 2B,C). These results indicate that CDDP restored retina function in diabetic rats.

**FIGURE 2:**
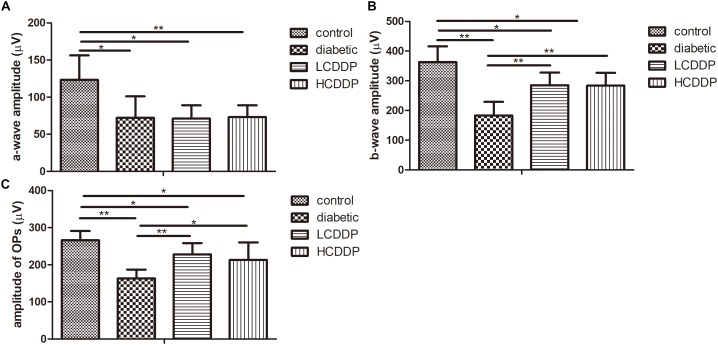
The effect of CDDP on the amplitude of the a-waves **(A)**, b-waves **(B)**, and OPs **(C)** in diabetic rats. LCDDP, low dose Compound Danshen Dripping Pill; HCDDP, high dose Compound Danshen Dripping Pill. *n* = 6 in each group. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01.

### The Effect of CDDP on Retinal Morphometry

The total retina thickness and the ONL thickness were lower in the diabetic rats than in the control rats (*P* < 0.01, Figures 3A,B,D). The cell count in the ONL was also lower in diabetic rats than in the control rats (*P* < 0.01, Figures 3A,F). CDDP increased the total retina thickness, ONL thickness and cell counts in the ONL (*P* < 0.05, Figures 3A,B,D,F). There were no significant change among the four groups in INL thickness or the INL cell counts (*P* > 0.05, Figures 3A,C,E).

**FIGURE 3:**
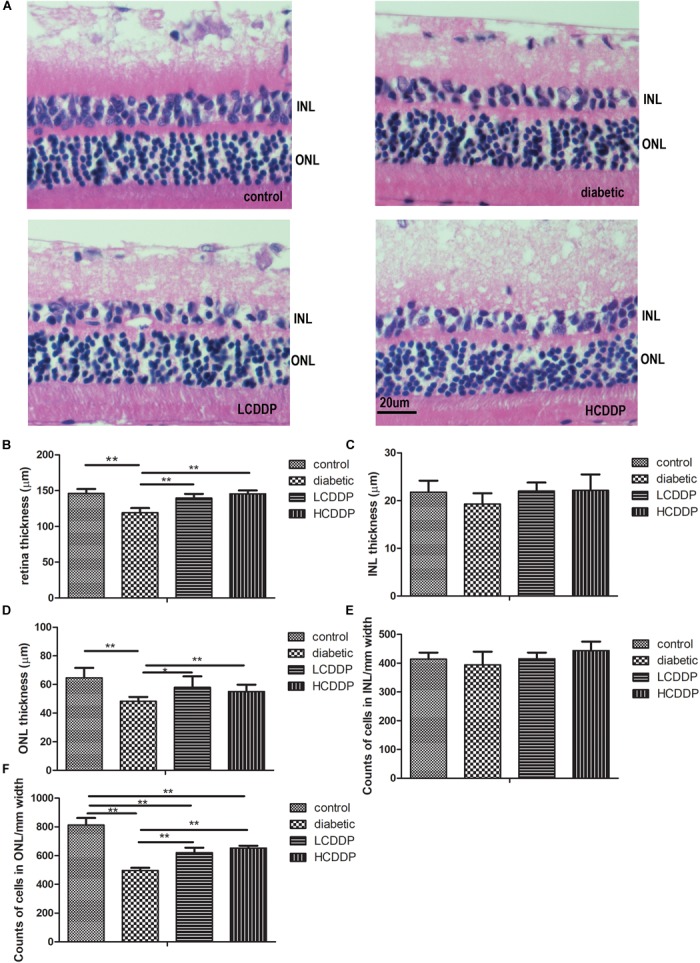
The effect of CDDP on retina morphometry in diabetic rats. **(A)** H&E stained sections (400×), **(B)** total retinal thickness, **(C)** INL thickness, **(D)** ONL thickness, **(E)** cell counts in the INL, **(F)** cell counts in the ONL. The total retinal thickness, INL thickness and ONL thickness were measured at 400× magnification. Two measurements were taken from each section, at the two reference lines, which were 1 mm away from the optic nerve on both the superior and inferior sides. Cell numbers in the INL and ONL were counted in the same region at 1000× magnification. All the cell nuclei within a fixed 25-μm column and centered with the 1-mm reference lines, were counted. The results from five sections per eye were averaged. LCDDP, low dose Compound Danshen Dripping Pill; HCDDP, high dose of Compound Danshen Dripping pill; INL, inner nuclear layer; ONL, outer nuclear layer. The results from five sections per eye were averaged. *n* = 6 in each group. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01.

### Gene Array Analysis

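Retinal RNA from the HCDDP group, which were diabetic rats given CDDP by gavage at 0.4 g/kg/d for 12 weeks, was compared with retinal RNA from untreated diabetic rats, with 3 arrays in each group. The Affymetrix Rat Gene 2.0 ST array measures transcripts by hybridization of biotin-labelled cDNA to short probes. The sample labels give the tissue as retina, while the title of the series speaks of the eye. The labels give the treatment as Danshen without a dose and an age of 17 weeks, whereas the paper describes rats that were 5 weeks old at the start, were fed the high fat diet for 4 weeks and were then treated for 12 weeks. Neither the labels nor the paper's text states whether each array held the RNA of a single rat, and if it did not, the p-values measure only the spread between these RNA samples, which may be technical. The authors processed the scans with Expression Console Software 1.41, and the deposited values are 1 log2 signal per array for each of 36685 probe rows. The summarisation method, RMA or another, is not given in the sources used here. The values were used as deposited, without further normalization. Exactly 1 gene symbol was given for 18511 probe rows, several symbols for 575 and none for 17599, which are therefore unnamed here, not without a gene. For the 291 genes with several such rows, the row with the highest mean signal was kept, which left 18166 genes. The median log2 signal of these genes was 6.27, 6.22 and 6.18 in HCDDP arrays 1, 2 and 3, and 6.37, 6.24 and 6.14 in diabetic arrays 1, 2 and 3. The range from the 10th to the 90th percentile of the signal was narrowest in the arrays numbered 3. It was 4.48 log2 units in HCDDP array 3 and 4.45 in diabetic array 3. It was 4.92 and 4.94 in HCDDP arrays 1 and 2, and wider, at 5.19 and 5.16, in diabetic arrays 1 and 2. On the first principal component, which held 44.9% of the variance, HCDDP array 3 and diabetic array 3 lay together at −34.6 and −30.6, HCDDP arrays 1 and 2 lay at −0.654 and −5.91, and diabetic arrays 1 and 2 lay at 43.6 and 28.2. The groups were compared gene by gene with limma, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The paper's own threshold, an unadjusted p under 0.05 with a fold change over 1.5, was applied to the same test. The number of arrays limits the precision of every value.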

To reveal the molecular mechanisms underlying in the retinal effects CDDP in diabetic rats, we performed a genome-wide expression profiling analysis on total RNA isolated from the retinas of the HCDDP group and the diabetic group (*n* = 3 in each group) (Hargadon, 2015; Funderburk et al., 2017; Gambara et al., 2017; Li et al., 2017). 

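Fabp2, which encodes the intestinal fatty acid-binding protein, fell in the HCDDP group. Its log2 signal was 4.71 ± 0.20 (SD, n = 3) in the HCDDP group and 7.46 ± 0.43 (SD, n = 3) in the diabetic group, a log2 difference of −2.75 with a standard error of 0.24 (adjusted p = 0.0365 from limma). The largest falls past the paper's threshold with no overlap between the groups also held Fabp1 and Pla2g2a, of lipid transport and lipid hydrolysis, and Reg3b and Reg3g, which encode antimicrobial lectins of the gut. The largest rises of the same kind held Bcl2, an inhibitor of apoptosis, Npy, which encodes neuropeptide Y, the histone gene H2ac20 and Scnn1b, a subunit of the epithelial sodium channel. Of the 18166 genes tested, Fabp2 was the 1 gene past an adjusted p of 0.05 by limma, and 1099 had an unadjusted p under 0.05. By the methods' t-test, 0 genes passed after adjustment and 930 had an unadjusted p under 0.05. The paper's threshold was passed by 582 genes with limma and by 196 with the methods' t-test, all of them among the 582. The HCDDP and diabetic arrays did not overlap for 1950 genes, or 10.7%, where chance alone gives 10% if the arrays are interchangeable, and each of these genes has an exact permutation p of 0.10, the smallest that 3 arrays against 3 allow. With group means taken away, arrays of the same number correlated at 0.274, 0.292 and 0.445, so the share from chance may be lower here. The 582 genes became 323 without HCDDP array 3, 361 without diabetic array 1, 352 without diabetic array 2, 1984 without diabetic array 3, and 1482 without both arrays numbered 3, an alternative chosen after the data were seen. The count after adjustment became 311 without diabetic array 3, 7 without both arrays numbered 3 and 0 without any other single array, and the adjusted p of Fabp2 ran from 0.00119 to 0.835 over the alternatives.

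**Figure D1:**
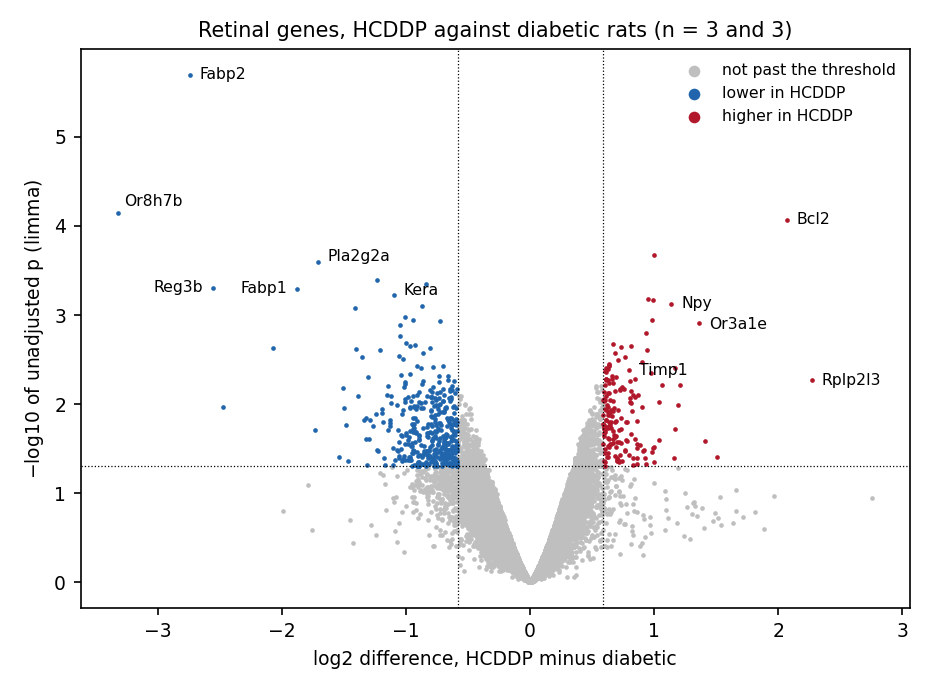
Each point is 1 of the 18166 genes, with the log2 difference of the HCDDP group minus the diabetic group (3 arrays each) on the x axis and −log10 of the unadjusted p from limma on the y axis. Dotted lines mark the paper's fold change of 1.5 and p of 0.05, and genes past both are blue where lower and red where higher in the HCDDP group, with Fabp2 highest on the y axis at a difference of −2.75.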

We found that 262 genes were differentially expressed in the retinas of HCDDP-treated rats (fold change >1.5, *P* < 0.05). Of these genes, 116 genes were upregulated, 146 genes were downregulated. 

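Among the genes past the paper's threshold by limma, 168 were higher and 414, or 71.1%, were lower in the HCDDP group. Over all probe rows the balance turned, with 1028 rows higher and 870, or 45.8%, lower. The genes that were higher included H2ac20, with a log2 difference of 1.17 (standard error 0.30), and Scnn1b, with 1.06 (standard error 0.29). The genes that were lower included Si, which encodes the intestinal enzyme sucrase-isomaltase, at −1.24 (standard error 0.22), Guca2a, which encodes the gut peptide guanylin, at −0.75, and Steap4, a metalloreductase, at −0.91. Each of these 5 genes had an adjusted p of 0.782 from limma. Of the 92 genes in Tables 2 and 3, 74 were measured with a probe row of their own, and 72 of them passed the paper's threshold, 23 higher and 49 lower. The study chose these genes on the same arrays, so the count is not independent evidence, and 1 of them passed after adjustment over all genes, or 72 adjusted over the list alone. Where the arrays of the groups did not overlap, more genes were higher (1168) than lower (782). By the methods' t-test, 88 genes past the paper's threshold were higher and 108 were lower. The number of higher genes became 264 without HCDDP array 2, 112 without diabetic array 2 and 493 without diabetic array 3. The number of lower genes became 185 without HCDDP array 3, 214 without diabetic array 1, 240 without diabetic array 2 and 1491 without diabetic array 3, and it was 631 with the replicate number as a block.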

The differentially expressed genes were enriched in six pathways (*P* < 0.05, Table 2). 

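In the fat digestion and absorption pathway, all 5 genes of Table 2 were measured and all 5 were lower in the HCDDP group at the paper's threshold. In the amyotrophic lateral sclerosis, apoptosis and colorectal cancer pathways, 1 of the 4 genes, Bcl2, was measured with a probe row of its own, and it was higher. Bax, another gene of these pathways, was not analysed here as a single gene. Of the 10 genes of pathways in cancer, 7 were measured, of which Adcy1, Fgf8, Bcl2, Wnt9a and Zbtb16 were higher and Pgf and Fn1 were lower. Of the 6 genes of the alcoholism pathway, 3 were measured, of which Npy and H2ac20 were higher and the histone gene H4c14 was lower. KEGG's own gene sets were not used here, and in their place 49 gene lists, written before the data were examined but after the genes in Tables 2 and 3 had been seen, were tested for enrichment among the 582 genes with Fisher's exact test (one-sided, adjusted over the lists). Enriched were acute-phase proteins (9 of 21 measured members, adjusted p = 3.41e-07), enterocyte markers (11 of 41, adjusted p = 1.07e-06), markers of the corneal and scleral stroma (6 of 22, adjusted p = 8.29e-04), and fat digestion and absorption (6 of 32, adjusted p = 0.00575). Every one of these members past the paper's threshold was lower in the HCDDP group, and 4, 8, 6 and 5 of them in the same order stand in Tables 2 and 3, which the study drew from the same arrays, so the 4 tests are not independent evidence. With the genes of the tables left out of the lists and of all genes tested, an alternative chosen after the data were seen, the acute-phase proteins stayed enriched (5 of 17, adjusted p = 0.00400), while the enterocyte markers (3 of 33, adjusted p = 0.514), the stroma markers (0 of 16, adjusted p of 1) and fat digestion (1 of 27, adjusted p of 1) were not. That result rests on limma's calls. By the methods' t-test, 4 of the 21 acute-phase proteins passed the paper's threshold, all 4 named in the tables, so none of those 5 passed. The sixth of the fat digestion list, Plpp1, a lipid phosphatase, had a log2 difference of −0.68 and lost its call without HCDDP array 2 or 3 or diabetic array 1 or 2, at −0.70, −0.52, −0.64 and −0.43. Fat digestion was no longer enriched without HCDDP array 2 (adjusted p = 0.116) or diabetic array 3 (0.349), the stroma was not without diabetic array 3 (0.0581), and among genes above the median signal neither fat digestion (0.379) nor the enterocyte markers (adjusted p of 1) were. Without both arrays numbered 3, chosen after the data were seen, fat digestion (0.207) and the acute-phase proteins (0.265) were not enriched.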

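The 5 genes of fat digestion and absorption in Table 2 were lower in the HCDDP group, while most of the measured cancer pathway genes were higher. Fabp1, a fatty acid-binding protein of liver and gut, had a log2 signal of 3.73 ± 0.32 (SD, n = 3) in the HCDDP group and 5.61 ± 0.71 (SD, n = 3) in the diabetic group. The signal of Pla2g2a, a secreted phospholipase, was 6.67 ± 0.50 (SD, n = 3) against 8.38 ± 0.34 (SD, n = 3). Apob, the core protein of chylomicrons, was at 4.01 ± 0.26 (SD, n = 3) against 5.02 ± 0.26 (SD, n = 3). In the HCDDP arrays the 10th percentile of all genes tested was 3.51 to 3.75, so the Fabp1 signal there was among the weakest. The log2 differences were −1.88 for Fabp1, −1.71 for Pla2g2a, −1.01 for Apob and −0.63 for Mttp, which loads lipid onto apolipoprotein B. Mttp fell short of the fold change without HCDDP array 2 (−0.52) and without diabetic array 1 (−0.57). The study chose these genes on the same arrays, so their direction is not independent evidence. The wider list of 32 fat digestion genes had a median log2 difference of −0.01 and a mean of −0.26 (adjusted p = 0.117 from limma's camera), with 5 genes past an adjusted p when adjusted over the list alone, and it passed without diabetic array 2 (0.0258). The 27 members outside Tables 2 and 3 had a median of 0.08 (adjusted p = 0.672, in the higher direction). Some other markers of the intestinal epithelium lay lower with them, but those outside the tables did not pass as a list. The 41 enterocyte markers had a median of −0.30 (adjusted p = 8.10e-07 from camera, adjusted p = 0.735 with an estimated correlation), and 11 were lower when adjusted over the list alone. The 33 of them outside the tables had a median of −0.17 (adjusted p = 0.0659), and those above the median signal of all genes went the other way (adjusted p = 0.598). The 11 lower markers included 3 genes outside the tables that were chosen after their values were seen, Zg16 at −1.20, Cdh17 at −0.69 and Alpi, an intestinal alkaline phosphatase, at −0.64. Cdh17 lost its call without diabetic array 1 (−0.53), as did Alpi without that array (also −0.53) or without HCDDP array 1 (−0.52). Among the cancer pathway genes, the growth factor gene Fgf8 had a log2 difference of 0.81, the transcription factor gene Zbtb16 of 0.71, the adenylyl cyclase gene Adcy1 of 0.66 and Wnt9a of 0.61, while Pgf, which encodes placental growth factor, was at −0.76. Adcy1 fell short of the fold change without diabetic array 2 (0.58), and Wnt9a without HCDDP array 3 (0.56) or diabetic array 2 (0.47). Each of the genes given here with a value had an adjusted p of 0.782 from limma.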

The top five pathways of these genes were fat digestion and absorption, amyotrophic lateral sclerosis, pathway in cancer, apoptosis, and colorectal cancer. 

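The lists of acute-phase proteins and of corneal and scleral stroma markers had a lower median in the HCDDP group. Reg3b was at 3.50 ± 0.17 (SD, n = 3) in the HCDDP group and 6.05 ± 1.09 (SD, n = 3) in the diabetic group, Reg3g had a log2 difference of −2.07, and the protease inhibitor gene A2m was at 9.69 ± 0.05 (SD, n = 3) against 10.5 ± 0.08 (SD, n = 3). The HCDDP mean of Reg3b lay near the 10th percentile of all genes tested in those arrays, 3.51 to 3.75. Fn1, which encodes fibronectin, had a log2 difference of −0.64 and fell short of the fold change without HCDDP array 3 (−0.51) or diabetic array 1 (−0.58). The wider list of 21 acute-phase proteins had a median log2 difference of −0.64 (adjusted p = 7.74e-07 from limma's camera, adjusted p = 0.735 with an estimated correlation), 4 of them past an adjusted p when adjusted over the list alone, and the 17 members outside the tables had a median of −0.49 (adjusted p = 0.00398). The arrays of the groups overlapped across replicate numbers for this list. Its median deviation from the mean of all 6 arrays was −0.129 in diabetic array 2 against −0.0934 in HCDDP array 1. Diabetic arrays 1 and 3 lay highest, at 0.444 and 0.210. The HCDDP array was the lower one in each of the 3 pairs with the same number. That order also held for the circadian clock and the iron storage lists, which did not pass, so it is not particular to acute-phase proteins. Of the 21 acute-phase proteins 10 stand on another list, among them Reg3b and Reg3g on that of the enterocyte markers and 3 on that of the liver, whose arrays overlapped as well.
Of the 6 axonogenesis genes, Adcy1 and Bcl2 were higher, and Lingo2, Fmod, Kera and Prelp were lower. Kera, Prelp and Fmod encode small leucine-rich proteoglycans of connective tissue such as the cornea and sclera. Kera was at 8.35 ± 0.17 (SD, n = 3) against 9.45 ± 0.32 (SD, n = 3), Prelp had a log2 difference of −0.94, and Fmod of −0.73. Lingo2 had −0.63 and lost its call without HCDDP array 3 (−0.54) or diabetic array 2 (−0.45). Other stromal genes lay lower as well, with Chad at −0.80, Abi3bp at −0.77 and Mxra8 at −0.73. The 22 markers of the corneal and scleral stroma had a median log2 difference of −0.42 (adjusted p = 7.74e-07 from camera, adjusted p = 0.735 with an estimated correlation), and 7 were lower when adjusted over the list alone. The 16 markers outside the tables had a median of −0.32 (adjusted p = 0.0317). Each gene given here with a value had an adjusted p of 0.782 from limma, and the terms were chosen by the study on the same arrays and are not independent evidence.

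**Figure D2:**
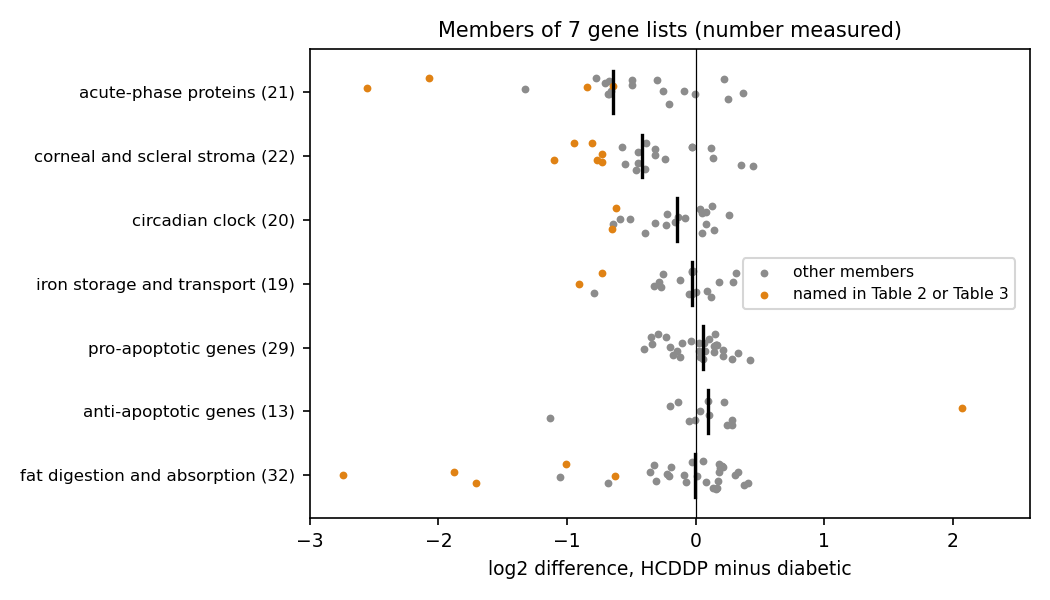
Each point is 1 measured gene of 7 gene lists, with its log2 difference of the HCDDP group minus the diabetic group (3 arrays each) on the x axis and its list on the y axis, scattered vertically for legibility. Black bars are list medians and orange points are genes named in Table 2 or Table 3, and the medians of the acute-phase proteins (−0.64) and the stroma markers (−0.42) lie farthest below 0.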

The top ten genes were related to significant biology processes (BPs) in the GO categories, including intracellular sequestering of iron ion, iron ion transport, embryo development, ending in birth, or egg hatching, negative regulation of cell proliferation, acute-phase response, axonogenesis, circadian rhythm, response to drug, and response to wounding (*P* < 0.01, Figure 4A and Table 3). 

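Of the 12 genes with more than 5 interactions in the network, 9 were measured with a probe row of their own, and 5 were higher and 3 lower in the HCDDP group at the paper's threshold. Grk2 (Adrbk1 in the paper), a kinase that desensitizes G protein-coupled receptors, had a log2 difference of 0.61 (standard error 0.16). Hip1r, a protein of clathrin-mediated endocytosis, also had 0.61 (standard error 0.16), and Timp1 and Bcl2 were higher as well. Apob was lower, and so was the histone gene H4c14 (Hist2h4), at −0.59 (standard error 0.20). The olfactory receptor genes went apart. Or3a1e (Olr1512) was higher, at 4.53 ± 0.18 (SD, n = 3) in the HCDDP group against 3.16 ± 0.58 (SD, n = 3) in the diabetic group, Or5ak24 (Olr441) was lower at −0.87 (standard error 0.24), and Or11a4 (Olr1743) had −0.01 (standard error 0.30, adjusted p = 0.995 from limma). Of all 1157 olfactory receptor genes tested, 14 were higher and 8 were lower, with a median log2 difference of −0.04 (adjusted p = 0.742 from camera), a list whose direction turned with the arrays used, from lower without diabetic array 1 (adjusted p = 1.50e-04), HCDDP array 3 (0.00998) or diabetic array 2 (0.00351) and after quantile normalization (0.0308) to higher without diabetic array 3 (4.19e-07). The diabetic mean of Or3a1e, 3.16, lay below the 10th percentile of all genes tested in the diabetic arrays, 3.42 to 3.84. The immunoglobulin gene IgG-2a was not analysed here. None of the 9 genes passed an adjusted p over all genes by limma, and 8 had an unadjusted p under 0.05 (8 also when adjusted over the list alone, which is not independent evidence since the study chose the list on these arrays), as 8 did by the methods' t-test. Without diabetic array 2 Grk2 had 0.51, without HCDDP array 1 Hip1r had 0.51, and H4c14 had −0.56 without HCDDP array 2, −0.52 without HCDDP array 3 and −0.43 without diabetic array 1, each no longer past the paper's threshold.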

String interaction analysis showed twelve genes that had more than five interactions with other differentially expressed genes, including Tp53 (tumor protein p53), Adrbk1 (G protein-coupled receptor kinase 2), Timp1 (TIMP metallopeptidase inhibitor 1), Bcl-2, Caspase 3 (Casp3), Apob (apolipoprotein B), IgG-2a (gamma-2a immunoglobulin heavy chain), Hip1r (huntingtin interacting protein 1 related), Hist2h4 (histone cluster 2 H4), Olr1512 (olfactory receptor 1512), Olr1743 (olfactory receptor 1743), and Olr441 (olfactory receptor 441, Figure 4B).

**Table 2:** The enriched KEGG pathway with differentially expressed genes (*P* < 0.05).

Pathway ID	Pathway name	Count	Genes	Fold enrichment	*P*-value
rno04975	Fat digestion and absorption	5	APOB, PLA2G2A, FABP1, FABP2, MTTP	12.33354471	0.000644
rno05014	Amyotrophic lateral sclerosis (ALS)	4	CASP3, BCL2, BAX, TP53	6.817086528	0.0200
rno05200	Pathways in cancer	10	ADCY1, FGF8, CASP3, PGF, BCL2, BAX, TP53, WNT9A, ZBTB16, FN1	2.35514924	0.0236
rno04210	Apoptosis	4	CASP3, BCL2, BAX, TP53	6.047415468	0.0273
rno05210	Colorectal cancer	4	CASP3, BCL2, BAX, TP53	5.858433735	0.0297
rno05034	Alcoholism	6	HIST1H4M, HIST2H2AA3, NPY, HIST2H2AC, LOC103690190, HIST2H4	3.19550931	0.0378

**FIGURE 4:**
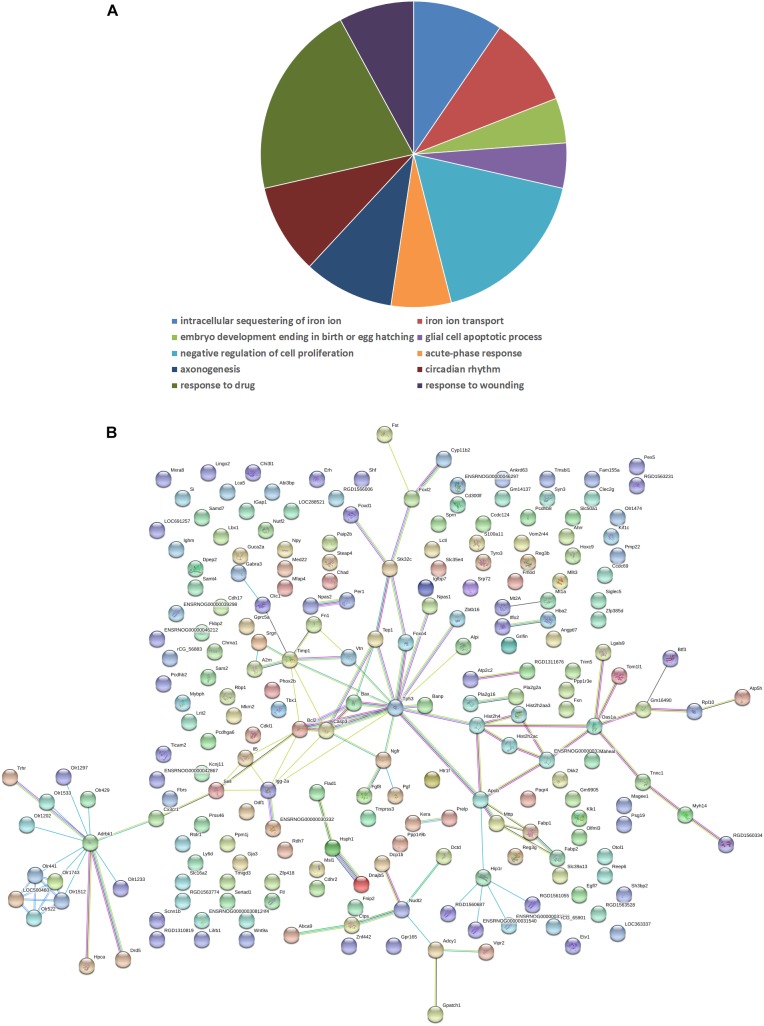
Biology process **(A)** and interaction network **(B)** in differentially expressed genes between the HCDDP and diabetic groups. The nodes represent differentially expressed genes. The lines represent the interactions between genes.

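The iron terms rest on ferritin light chain genes, of which Ftl1 (−0.72) and the related LOC100362384 (−0.79) were measured and lower. Ftl1 fell short of the fold change without diabetic array 1 (−0.55). Of 19 genes of iron storage and transport, 3 were lower and none was higher, namely Ftl1, Steap4 and Lcn2 (adjusted p = 0.176 from camera). In this list and in that of the clock genes, 0 genes passed an adjusted p from limma or the methods' t-test, limma's also when adjusted over the list alone, and 3 and 4 genes had an unadjusted p under 0.05 with limma and 4 and 3 with the methods' t-test. Lcn2, an iron-binding lipocalin, had −0.79 and lost its call without HCDDP array 2 (−0.69), HCDDP array 3 (−0.77) or diabetic array 2 (−0.48). Of the 5 measured circadian rhythm genes, 4 were lower and Adcy1 was higher (0.66, or 0.58 and short of the fold change without diabetic array 2). Lower were Mttp (−0.63, or −0.52 and −0.57 and short of the fold change without HCDDP array 2 and diabetic array 1), the clock genes Npas2 (−0.62) and Per1 (−0.65) and the neurotrophin receptor gene Ngfr (−0.61). Npas2 lost its call without HCDDP array 2 (−0.50) or diabetic array 1 (−0.52), Per1 without HCDDP array 3 (−0.45) or diabetic array 2 (−0.57), and Ngfr without HCDDP array 3 (−0.47), diabetic array 1 (−0.54) or diabetic array 2 (−0.54). Of 20 clock genes, 3 were lower and none was higher (adjusted p = 0.0842 from camera), the third being Nr1d1 at −0.64, which kept its call in 2 of 6 fits that leave out 1 array (−0.69 without HCDDP array 1, −0.49 without HCDDP array 3, −0.50 without diabetic array 1 and −0.51 without diabetic array 2). Of the measured genes of the other terms, negative regulation of cell proliferation had 5 higher and 2 lower, response to drug 5 higher and 4 lower, and response to wounding 3 lower. The adjusted p was 0.782 from limma for each of these genes that has a value here, and the terms are the study's own choice, not independent evidence.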

**Table 3:** The enriched GO terms with differentially expressed genes (*P* < 0.01).

Term ID	Term name	Count	*P*-value	Genes	Fold enrichment	Category
0006880	Intracellular sequestering of iron ion	6	8.06E-07	FTL1L1, LOC100359668, LOC100360087, FTL1, RGD1560687, LOC100362384	32.47222	Biological process
0006826	Iron ion transport	6	1.44E-05	FTL1L1, LOC100359668, LOC100360087, FTL1, RGD1560687, LOC100362384	18.85484	Biological process
0009792	Embryo development ending in birth or egg hatching	3	0.002787	FGF8, FXN, TP53	36.53125	Biological process
0034349	Glial cell apoptotic process	3	0.004419	CASP3, BCL2, BAX	29.225	Biological process
0008285	Negative regulation of cell proliferation	11	0.005164	PHOX2B, LBX1, BCL2, BAX, TP53, PLA2G2A, LOC103690190, WNT9A, ZBTB16, FOXO4, PMP22	2.865196	Biological process
0006953	Acute-phase response	4	0.006789	REG3B, A2M, REG3G, FN1	10.25439	Biological process
0007409	Axonogenesis	6	0.007003	LINGO2, FMOD, ADCY1, KERA, BCL2, PRELP	4.995726	Biological process
0007623	Circadian rhythm	6	0.008044	ADCY1, NPAS2, TP53, PER1, NGFR, MTTP	4.830579	Biological process
0042493	Response to drug	13	0.008112	PPP1R9B, ADCY1, FGF8, CASP3, FXN, PGF, BCL2, BAX, TP53, SRP72, KCNJ11, HTR1F, FN1	2.398516	Biological process
0009611	Response to wounding	5	0.009094	CASP3, A2M, BAX, NGFR, FN1	6.088542	Biological process
0042060	Wound healing	6	0.009491	FMOD, CASP3, DRD5, TP53, TIMP1, FN1	4.638889	Biological process
0072562	Blood microparticle	8	1.90E-04	IGHG, A2M, IGG-2A, VTN, HBA2, CLIC1, LOC100361105, FN1	6.714402	Cellular component
0031012	Extracellular matrix	11	2.55E-04	FMOD, HIST1H4M, EGFL7, IGFBP7, VTN, MFAP4, ABI3BP, PRELP, TIMP1, HIST2H4, FN1	4.289023	Cellular component
0005615	Extracellular space	27	7.06E-04	FMOD, A2M, FGF8, KERA, PGF, IGFBP7, VTN, FBRS, ABI3BP, TIMP1, REG3B, APOB, SRGN, FN1, IL5, EGFL7, RGD1563231, S100A11, CHI3L1, CLIC1, LGALS9, PRELP, DKK2, IGHG, NPY, PLA2G2A, WNT9A	2.031923	Cellular component
0070062	Extracellular exosome	42	0.0027	STEAP4, HIST2H2AA3, HIST1H4M, ADCY1, A2M, FTL1, IGFBP7, VTN, GPRC5A, TIMP1, RGD1560334, HSPH1, APOB, HIST2H2AC, LOC103690190, GUCA2A, SCNN1B, ATP5H, FN1, MLLT3, DCTD, SI, CDHR2, S100A11, CHI3L1, HBA2, MXRA8, CLIC1, LGALS9, HIST2H4, PRELP, IGHG, CDKL1, TOM1L1, BAX, PLA2G2A, NUTF2, FABP1, MYH14, WNT9A, MFAP4, FKBP2	1.572023	Cellular component
0005578	Proteinaceous extracellular matrix	9	0.004099	FMOD, KERA, VTN, WNT9A, ABI3BP, PRELP, TIMP1, CHAD, FN1	3.523071	Cellular component
0005783	Endoplasmic reticulum	17	0.008741	PLA2G16, SLC39A13, TP53, CHI3L1, KCNJ11, TMPRSS3, MTTP, RDH7, APOB, LCTL, BAX, BCL2, PLA2G2A, TICAM2, RPL10, OAS1A, SRP72	2.050714	Cellular component
0042571	Immunoglobulin complex, circulating	3	0.009667	IGHG, IGG-2A, LOC100361105	19.80749	Cellular component
0051434	BH3 domain binding	2	0.052329	BCL2, BAX	37.2067	Molecular function
0005324	Long-chain fatty acid transporter activity	2	0.062463	FABP1, FABP2	31.00559	Molecular function
0015267	Channel activity	2	0.092224	BCL2, BAX	20.67039	Molecular function
0051400	BH domain binding	2	0.092224	BCL2, BAX	20.67039	Molecular function
0048406	Nerve growth factor binding	2	0.092224	A2M, NGFR	20.67039	Molecular function

### Gene Expression in qPCR

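Of the 5 genes measured by quantitative PCR, Bcl2, Timp1 and Npy were each higher on the arrays of the HCDDP group than on those of the diabetic group. Bcl2, which blocks apoptotic cell death, had a log2 signal of 7.33 ± 0.57 (SD, n = 3) in the HCDDP group and 5.26 ± 0.28 (SD, n = 3) in the diabetic group. The difference was 2.07 (standard error 0.29, adjusted p = 0.519 from limma), a fold change of 4.20. Timp1, an inhibitor of matrix metalloproteinases, was at 7.94 ± 0.32 (SD, n = 3) against 7.15 ± 0.17 (SD, n = 3), a fold change of 1.74. Npy was at 9.94 ± 0.16 (SD, n = 3) against 8.80 ± 0.38 (SD, n = 3), a fold change of 2.20. The adjusted p was 0.782 for Timp1 and for Npy. All 3 genes had no overlap between the arrays of the groups (exact permutation test, two-sided, p = 0.10 for each, the smallest that 3 arrays against 3 allow), and all 3 stayed past the paper's threshold whichever single array was left out. Bax was measured on 2 probe rows that it shares with the gene LOC681314, so their signal cannot be assigned to either gene. The first of these rows was lower in the HCDDP group, at 3.80 ± 0.07 (SD, n = 3) against 4.61 ± 0.21 (SD, n = 3), a difference of −0.82 (adjusted p = 0.689 from limma over all probe rows). The second row was at 7.20 ± 0.31 (SD, n = 3) against 7.14 ± 0.43 (SD, n = 3), a difference of 0.05 (adjusted p = 0.98 from limma over all probe rows).

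**Figure D3:**
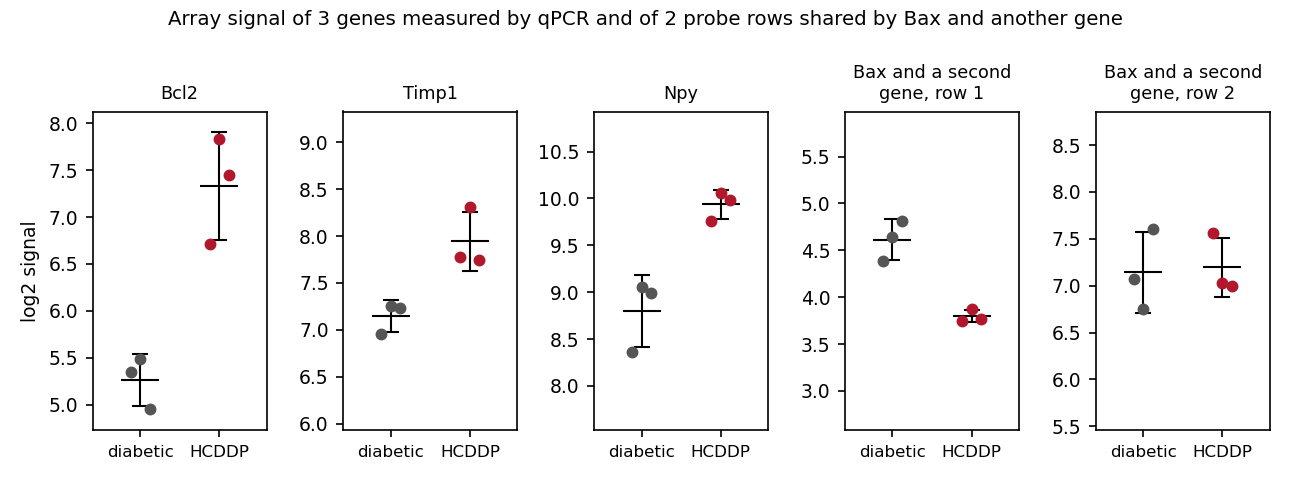
Log2 array signal (y axis, each panel spanning the same number of log2 units) of Bcl2, Timp1, Npy and the 2 probe rows shared by Bax and LOC681314 in the diabetic group and the HCDDP group (x axis), with 1 point per array and the mean ± SD of 3 arrays as a black bar with error bars. The HCDDP arrays lie above the diabetic arrays for the first 3 panels, with means of 7.33 and 5.26 for Bcl2, and below them for the first shared row.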

Real-time quantitative PCR confirmed the results of the gene array. Bax and Casp3 levels increased significantly and TIMP1, Bcl-2, and neuropeptide Y (NPY) levels decreased in diabetic rats (*P* < 0.01, Figure 5). CDDP mediated the expression of these genes in the rat retinas (*P* < 0.01, Figure 5).

**FIGURE 5:**
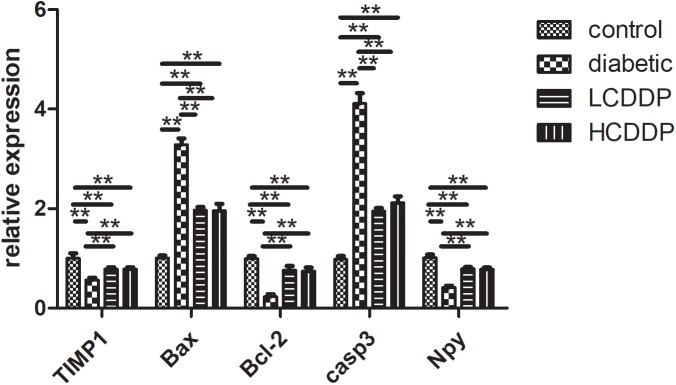
Confirmation of five representative differentially expressed genes by real-time quantitative PCR. LCDDP, low dose Compound Danshen Dripping Pill; HCDDP, high dose Compound Danshen Dripping Pill; Casp3, Caspase 3; Bax, Bcl-2-associated X; NPY, neuropeptide Y. *n* = 6 in each group. ^∗∗^*P* < 0.01.

### Effect of CDDP on Retina Bcl-2 and Bax Expression in Diabetic Rats

Bcl-2- and Bax-positive cells were localized mainly in the INL. Immunohistochemistry analyses showed that Bcl-2 expression in the retinas of diabetic rats decreased (*P* < 0.01, Figure 6). However, Bax expression increased in the diabetic retinas (*P* < 0.01, Figure 6). After 12 weeks of treatment, Bcl-2 expression increased and Bax expression decreased in both CDDP treatment groups (*P* < 0.05, Figure 6).

**FIGURE 6:**
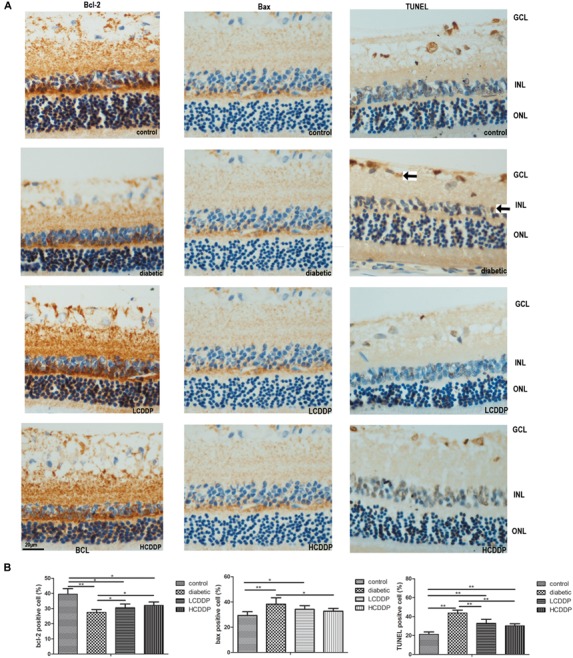
The effect of CDDP on retina Bcl-2 expression, BAX expression and cell apoptosis. **(A)** Images of Bcl-2 immunohistochemistry, Bax immunohistochemistry, and TUNEL analysis. Bcl-2- and Bax-positive cells were localized mainly in the INL. TUNEL-positive cells were localized mainly in the GCL and INL. Arrows show the TUNEL-positive cells. **(B)** Percentages of Bcl-2-, Bax- and TUNEL-positive cells in the retina. LCDDP, low dose Compound Danshen Dripping Pill; HCDDP, high dose of Compound Danshen Dripping pill; GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. The results from five sections per eye were averaged. *n* = 6 in each group. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01.

### Effect of CDDP on Cell Apoptosis in the Diabetic Rat Retina

TdT-mediated dUTP nick-end labeling-positive cells were localized mainly in the ganglion cell layer (GCL) and INL. TUNEL analysis showed that cell apoptosis in the diabetic rats increased (*P* < 0.01, Figure 6). CDDP treatment reduced cell apoptosis in the diabetic rat retinas (*P* < 0.01, Figure 6).

## Discussion

In this study, we found that high-fat diet and STZ-induced diabetic rats had abnormal b-wave amplitudes and OPs, which indicated that the T2DM rat model had developed DR. Increasing evidence shows that diabetic patients also exhibit similar abnormalities in the early stages of DR (Holopigian et al., 1992; Shirao and Kawasaki, 1998). Interestingly, in our study, we demonstrated for the first time that CDDP had beneficial effects on ERG results in diabetic rats. Without any effect on blood glucose level or body weight, CDDP restored the b-wave amplitude and OPs. These results indicate that CDDP may be an effective drug for treating of DR. Previously, two randomized, double-blind clinical trials showed that CDDP improves the symptoms of non-proliferative DR (NPDR) (Lian et al., 2015; Luo et al., 2015). The current study is the first to provide evidence that CDDP prevents retinal neurodegeneration independent of blood glucose levels in diabetic rats.

Moreover, we found that diabetic rats had thinner ONLs and fewer cells in the ONLs of the retinas. Previously, in other diabetic rodent models, researchers also found similar changes (Barber et al., 1998; Martin et al., 2004). In our study, CDDP significantly improved the thickness of the entire retina and ONL and the cell count in the ONL in diabetic rat retinas. These results indicate that CDDP can delay the progression of DR in a rat model.

To elucidate the mechanism by which CDDP mediates neuroprotection, we performed a whole genome expression array of the retinas in the CDDP-treated and diabetic groups. 

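Among genes that act in apoptosis, Bcl2 was higher in the CDDP-treated retinas, while no measured pro-apoptotic gene passed the paper's threshold. Of 29 pro-apoptotic genes measured, 18 had a positive and 11 a negative log2 difference, with a median of 0.06 (adjusted p = 0.471 from camera), and the list lay on the lower side without diabetic array 3 (0.972). By limma 0 of them passed the paper's threshold, 0 passed an adjusted p, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05, and the methods' t-test gave the same counts. The members with the smallest p were Bmf, a BH3-only activator of cell death, at 0.42 (standard error 0.18), and Apaf1, the scaffold of the apoptosome, at 0.28 (standard error 0.15). Of 13 anti-apoptotic genes, Bcl2 was higher and Dad1, named for its role as a defender against cell death, was lower at −1.13 (standard error 0.37). Dad1 lost its call with the methods' t-test, and without HCDDP array 3 (−0.94), diabetic array 1 (−0.89) or diabetic array 2 (−0.94). The 13 genes had a median of 0.10 (adjusted p = 0.156 from camera), with Bcl2 the 1 gene past an adjusted p when adjusted over the list alone. Neither list was enriched among the genes past the paper's threshold, with an adjusted p of 0.236 for the anti-apoptotic genes from Fisher's exact test.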

Our results showed that compared to those in the diabetic group, differentially expressed genes in the CDDP treatment groups were related mainly to the apoptosis pathway. From the TUNEL results, we also observed that the CDDP-treated groups had fewer TUNEL-positive retina cells than the untreated diabetic group. An increasing number of scientists believe that retinal cell apoptosis and reactive gliosis are basic pathological features of early DR (Simo and Hernandez, 2012). Previous studies in human and animal models indicate that DR is associated with apoptosis (Barber et al., 1998; Kern et al., 2000). Taken together, the cell apoptosis-inhibiting property of CDDP might be linked to retina neuroprotection in diabetic rats.

Next step, we searched the gene interaction of differentially expressed genes in the CDDP-treated groups compared to those in the diabetic group. String analysis showed that TIMP1, Bcl-2 and Casp3 were central in the gene interaction network. These genes are involved in apoptosis. Thus, based on the gene expression results, our study also showed that the mechanism of CDDP retinal neuroprotection involves retinal cell apoptosis. 

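Timp1 was the 1 gene past the paper's threshold among 21 measured metalloproteinases and their inhibitors, and it was higher in the HCDDP group. Of these genes, 14 had a positive and 7 a negative log2 difference, with a median of 0.12 (adjusted p = 0.227 from camera). By limma 0 of them passed an adjusted p, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05 (2 did by the methods' t-test). The paper points to the central place of genes such as TIMP1 and Bcl-2 in the interaction network and to their part in apoptosis. From these expression results it concludes that retinal cell apoptosis is involved in the protection of the retina by CDDP. It also draws on qPCR, on Bcl-2 and Bax immunohistochemistry and on TUNEL counts, which the arrays do not test.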

First, CDDP prevented the diabetes-induced TIMP1 reduction. TIMP1 and matrix metalloproteinases (MMPs) are important for cell-extracellular matrix (ECM) integrity in the retina (Akahane et al., 2004; German et al., 2008; Hansson et al., 2011). These molecules remodel the ECM to regulate neural organization (Cornelius et al., 1995; Yamada et al., 2001). In addition, TIMP1 was found to inhibit apoptosis in neurons (Ashutosh et al., 2012). A recent clinical trial and animal experiment also suggested that TIMP1 is significantly upregulated in retinal degeneration (Matsuo et al., 1998; Zeiss et al., 1998; Kim et al., 2014). In addition to acting on MMPs (Murphy et al., 2002), TIMP1 also significantly inhibits Bax activity and reduces ONL thinning in the early stages of DR (Kim et al., 2018). Second, in our study, CDDP treatment also inhibited the abnormally high expression of Bax. These results indicate that the neuroprotective effect of CDDP on the diabetic rat retina is mediated by TIMP1 expression inhibition and increased Bax expression, which inhibit apoptosis in the diabetic retina. Bax belongs to the Bcl-family, which plays an important role in mitochondrial apoptosis (Brunelle and Letai, 2009). In contrast, Bcl-2 is an apoptotic cell death blocker (Merry and Korsmeyer, 1997). In our study, both immunohistochemistry and gene expression analyses revealed a significant increase in Bax expression and a reduction in Bcl-2 expression in the diabetic retina. A previous study also showed similar results (Oshitari and Roy, 2005; Kim et al., 2013). Our results showed that CDDP reversed the changes in Bax and Bcl-2 expression. These results indicate that CDDP ameliorated retinal neural cell apoptosis. Caspases are a family of thiol proteases. They are important regulators of the apoptotic cascade and are enzymes induced by high glucose concentrations (Mohr et al., 2002). In present study, we found that Casp3 expression was increased in diabetic rat retinas. These results are consistent with those of previous studies (Gao et al., 2017). We also found that CDDP could inhibit Casp3 expression in the diabetic retina to inhibit apoptosis.

In addition, the present study found that CDDP restored the diminished NPY expression in diabetic rats. Retinal cells express NPY, particularly in neurons (Oh et al., 2002). NPY plays an important role in the development (Prada Oliveira et al., 2003), neuromodulation (D’Angelo and Brecha, 2004), and neuroprotection (Koulu et al., 2004) of the retina. A genome-wide association study (GWAS) in a Finnish population showed that NPY gene polymorphisms are associated with increased incidence of DR (Niskanen et al., 2000; Koulu et al., 2004). The gene can be used as a predictor for earlier DR onset (Jaakkola et al., 2006). Thierry et al. (2015) found that NPY expression was reduced after 3 days of a high-fructose diet in rat models. In an oxygen-induced retinopathy mouse model, researchers also found that NPY expression was decreased (Schmid et al., 2012). Our research provides evidence that CDDP could restore retinal NPY expression in diabetic rats.

## Conclusion

In summary, we found therapeutic properties of CDDP for the prevention of DR. This is the first study to report that CDDP has retinal neuroprotective effects that are independent of blood glucose levels in diabetic rats. These CDDP-induced neuroprotective effects may be mediated by retinal cell apoptosis inhibition and increased NPY expression.

## Author Contributions

XX conceived and designed the experiments. QZ, JZ, TW, and XW performed the experiments. MY, ML, and FP analyzed the data. XX contributed to reagents, materials, and analysis tools. QZ wrote the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://david.abcc.ncifcrf.gov/

2 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115866

How the deposited data were processed for this re-analysis (not part of the article)

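Gene expression was measured in rat retinas with Affymetrix Rat Gene 2.0 ST arrays, with 3 arrays of the HCDDP group (diabetic rats given CDDP at 0.4 g/kg/d for 12 weeks) and 3 arrays of the untreated diabetic group. Groups and replicate numbers were taken from the sample labels and the dose from the paper. The authors processed the scans with Expression Console Software 1.41 and deposited 1 table of 36685 probe rows with 1 log2 signal per array. The background correction, normalization and summarisation steps behind these signals are not given in the sources used here. No per-sample column was left unused.

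The deposited signals were tested on their own scale, without further normalization. Probe rows were named with a gene annotation of the platform, in which 18394 rows were matched by gene identifier. Probe rows with exactly 1 gene symbol were kept, and 1 row per gene was used, the one with the highest mean signal, which gave 18166 genes. Probe rows with several symbols or none were tested only in the alternative that uses the whole table. No filter on weak signals was applied. The number of arrays, 3 in each group, limits the precision of every value, since arrays give no counts from which a depth could be read.

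The HCDDP group was compared with the diabetic group by limma 3.58.1 in R 4.3.3, with lmFit and eBayes at their defaults, and p-values were adjusted by the Benjamini-Hochberg method. A gene passed the paper's threshold at an unadjusted p under 0.05 and a fold change over 1.5, the fold being taken from the mean log2 signals. For named genes, an exact two-sided permutation test over the 20 assignments of the arrays was added, whose smallest p is 0.10. Gene lists were tested with camera at a preset correlation of 0.01 and with a one-sided Fisher's exact test against all genes tested, both adjusted over 49 lists of at least 5 measured members. The lists, the tests and the alternatives were fixed before the data were examined. The lists were written by hand, for pathways the paper names and for cell types of the retina and of tissues near it or outside the eye, because no copy of KEGG or GO was used here. The genes in Tables 2 and 3 had been seen when the lists were written, so each list was also run without them.

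Named genes follow a rule set before the data were examined. It takes every gene that the paper names, the 10 largest rises and the 10 largest falls among genes past the paper's threshold whose arrays do not overlap between the groups, up to 4 members with the smallest p of each list described, and the genes past an adjusted p. The values in the paper's tables had been seen by then. Genes outside this rule are named as chosen after their values were seen. Of the 92 genes in Tables 2 and 3, 74 had a probe row named for them alone. The others are not reported here as single genes, and Bax is given on the rows that it shares with another gene.

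The alternatives were the methods' t-test, moderation with a trend and robust settings, array weights, quantile normalization, median centring, genes above the median signal alone, the whole table of probe rows, the replicate number as a block, a fold change from linear signals, a fold change over 2, camera with an estimated correlation, fry, lists without the genes of the tables, and each array left out in turn. Fits without both arrays numbered 3, Fisher's exact test without the genes of the tables, and the methods' t-test over all probe rows with 1 symbol and over all probe rows, were added after the data were seen. Neither the labels nor the paper pairs the arrays by number, but after the mean of each group was taken away, arrays of the same number correlated across genes at 0.274, 0.292 and 0.445 between the groups. Across genes, correlations between arrays ran from 0.954 to 0.982, and no pair of arrays held identical values.

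The test was tried on simulated data with the spread of these arrays, in which genes varied independently of each other. Of 100 genes given a log2 difference of 1, 91 passed the paper's threshold with limma, 85 with the methods' t-test, and 40 passed an adjusted p. Of 100 genes given a difference of 2, 86 passed an adjusted p. Without any added difference, 100 simulations gave 330 to 415 genes past the paper's threshold with limma and 151 to 225 with the methods' t-test. With arrays of the same number correlated at 0.337, the mean of the real pairs, 100 simulations gave 128 to 185 and 52 to 96. Array weights used statmod 1.5.0, and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.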

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

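Of the tests given here, the comparison with other splits for genes past an adjusted p, that with the splits that part the pairs, the simulations of unchanged genes, the gene count after quantile normalization, the signal level of higher and lower genes taken apart, the collagen genes and the reading of diabetic array 1 were chosen only after the result was seen.

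Among the largest rises and falls without overlap between the groups, 10 genes lie outside those that the paper discusses. Higher in the HCDDP group were Rplp2l3, a ribosomal protein-like gene, with a log2 difference of 2.27, Cpa4, a carboxypeptidase gene, with 1.50, the olfactory receptor gene Olr1214 with 1.21, Fv1 with 1.19 and the microRNA gene Mir329 with 1.04. Lower were the olfactory receptor gene Or8h7b with −3.32, Slurp2 with −1.51, Arhgdib, a gene expressed in leukocytes, with −1.50, the metallothionein gene Mt1f with −1.41 and Samd7, a transcriptional repressor of photoreceptors that the paper draws in Fig. 4B without discussing it, with −1.41. The adjusted p was 0.519 for Or8h7b and 0.782 for the others from limma. Cpa4 kept its call in 1 of 6 fits that leave out 1 array, with 0.70 without HCDDP array 1, 1.67 without HCDDP array 3, 1.51 without diabetic array 1, 1.61 without diabetic array 2 and 1.39 without diabetic array 3, and the methods' t-test ended the calls of Rplp2l3, Cpa4, Fv1, Mir329, Slurp2 and Arhgdib.

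Among the 18174 probe rows with several gene symbols or none, 1425 passed the paper's threshold, 865 higher and 560 lower. The paper does not discuss these rows as a set, but it discusses Bax, whose rows, shared with LOC681314, are among them. The first Bax row passed the threshold as lower (−0.82), and the second did not pass (0.05).

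Intestinal genes lay lower in the HCDDP group together, with 11 of 41 enterocyte markers past the paper's threshold, 7 of the 41 on another list, 8 named in the paper's tables and 9 above the median signal of all genes. The tables argue against a narrower signal range in some arrays as the whole cause, since all 11 stayed past the threshold after quantile normalization. For RNA of intestinal epithelium in 1 or more arrays, a bound set beforehand against it was met, with a median deviation of −0.157 (bootstrap standard error 0.0754) for the 33 markers outside the tables in diabetic array 2, where Fabp2 was highest. It is left open all the same, since that bound rests on 1 array and on a list without most of the called genes, and the same markers lay at 0.324 (bootstrap standard error 0.104) in diabetic array 1. Cdh17, Alpi and Zg16 lay lower with Fabp2, but they are the 3 of those 33 markers past the paper's threshold. They were chosen after their values were seen, so they do not bear on the question. An effect of CDDP on the intestinal genes in the retina, which the design names, is also open and was not tested apart from intestinal RNA.

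Stromal genes such as Kera, Prelp and Fmod lay lower in the HCDDP group, with 6 of 22 markers of the corneal and scleral stroma past the paper's threshold, 4 of the 22 on another list, 6 named in the paper's tables and 21 above the median signal. A narrower signal range in some arrays is argued against as the whole cause, since 5 of the 6 stayed past the threshold after quantile normalization, and Fmod, at −0.73 before and −0.57 after it, fell short of the fold change. A different amount of scleral or corneal tissue in the dissected retinas may account for them, since the 16 markers outside the tables had a median log2 difference of −0.315, 12 of them negative. The most abundant collagens of that tissue did not go with it, with Col1a1 at 10.3 against 10.2 in the diabetic group, Col3a1 at 9.60 against 9.15, and Col1a2 at 10.6 in both, a difference of −0.03 that turned to 0.15 with quantile normalization and 0.0075 with median centring, but their standard errors of 0.25 to 0.33 leave this undecided. Col3a1 passed the paper's threshold as higher without HCDDP array 3 (0.76), with array weights (0.71) and without both arrays numbered 3 (0.85). Col1a1 turned to −0.01 without HCDDP array 1 and to −0.20 without diabetic array 2. The dissection and an effect of CDDP on the stromal genes cannot be told apart here, and the effect of CDDP was not tested by itself.

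The number of genes past the paper's threshold was 582 with limma, 168 higher and 414 lower. It is not put down as a whole to a narrower signal range, since it was 579 after quantile normalization, with 464 of the 582 genes among these. Single calls can still depend on that range, since the rest of the 582 lost theirs. The count also moved without the arrays of narrower range, to 1984 without diabetic array 3 and 323 without HCDDP array 3. Nor is it put down as a whole to signals near background, since 38.7% of the genes lay below the median signal of all genes. Signals near background stay open for the higher genes, of which 71.4% lay below that median. Such signals are argued against for the lower genes as a set, of which 25.4% did, but not for each gene. That median is not a background level, and no background was measured here. Below it lay 32 of the 41 enterocyte markers and 15 of the 21 acute-phase proteins. For unchanged genes that pass by chance, the 196 genes by the methods' t-test leave this undecided, since 100 simulations of unchanged genes on independent arrays reach up to 225 but 100 with arrays of the same number correlated at 0.337 reach up to 96, and the 582 of limma lie above the 415 and 185 that these reach, while simulated settings exclude nothing by themselves. The simulated genes varied independently of each other, while real genes moved together, with an estimated correlation of up to 0.712 within a list. The simulated counts may therefore spread too little. An effect of CDDP, the condition that the design names, also remains open, and no test separates it from other differences between the groups.

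The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. A result as large as the 582 genes came from 3 of the 10 splits, the real one included, and the highest other split gave 1526. That split sets HCDDP array 1 and diabetic arrays 1 and 2 against the rest, and its count points to a structure of the samples other than the treatment. Arrays of the same number deviated together, and 4 of the 10 splits, the real one included, part every such pair. Among these 4 the real split gave the most genes, 582, and the others 53 to 271, as by the methods' t-test, with 196 against 10 to 63, while the 2 splits that gave more, with 1526 and 1340, each kept both arrays numbered 3 on 1 side. With the replicate number as a block, 840 genes passed. For genes past an adjusted p, 1 split of 10, the real one, gave 1 gene, and the highest other split gave 0.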

How the results depend on the processing

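Of the tests given here, the fits without both arrays numbered 3, the enrichment without the genes of the tables and the methods' t-test over all probe rows, with 1 symbol or in full, were chosen only after the result was seen. Of 60 named genes past the paper's threshold, all 60 stayed past it in the same direction with the replicate block and with trend and robust moderation, 57 with median centring, 53 with array weights, 52 without both arrays numbered 3, 50 with quantile normalization and 47 with the methods' t-test, and none of the 60 reversed under these alternatives. Of all 72 named genes, 41 kept their direction and side in every fit that leaves out 1 array, 37 of them among the 60. Of the higher genes, 71.4% lay below the median signal of all genes, and no background was measured here.

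From 1 gene past an adjusted p, the count became 0 with the methods' t-test, among genes above the median signal and over all probe rows (930, 725 and 2431 at an unadjusted p under 0.05), 3 with array weights, 7 without both arrays numbered 3, and 0 to 311 with 1 array left out. From 582 past the paper's threshold, it became 196 with the methods' t-test, 205 with it over all probe rows with 1 symbol, 1362 with array weights, 381 among genes above the median signal, 1898 over all probe rows, 1482 without both arrays numbered 3, 90 at a fold change over 2, and 323 to 1984 with 1 array left out. The replicate block gave 840 genes, 631 of them lower, and kept 575 of the 582. Shifted lists went from 8 to 0 with an estimated correlation and 0 with fry, where 2 had an unadjusted p under 0.05 with the estimated correlation, and to 8 to 16 with 1 array left out. Enriched lists went from 4 to 2 among genes above the median signal, to 2 without both arrays numbered 3, to 1 without the genes of the tables, and to 3 to 7 with 1 array left out. Of the genes the paper names, 76 of 79 measured passed, 48 of those above the median signal and 59 to 74 with 1 array left out. Fewer genes tested or fewer arrays explain part of these counts, and otherwise the cause was not tested.

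Directions reversed for the enterocyte markers above the median signal (adjusted p = 0.598), the fat digestion list without the tables' genes (0.672), the pro-apoptotic genes without diabetic array 3 alone (0.972, the other fits without 1 array keeping the direction at 0.234 to 0.686), and the olfactory receptors with array weights (0.112), above the median signal (0.378), without both arrays numbered 3 (0.00171) and without HCDDP array 1 (0.965), HCDDP array 2 (0.187) or diabetic array 3 (4.19e-07). Log2 differences turned for Col1a2 with array weights (0.24), quantile normalization (0.15), median centring (0.0075) and without both arrays numbered 3 (0.35), for Or11a4 with median centring (0.019) and for Fbrs with quantile normalization (8.1e-05). With 1 array left out they ran from −0.20 to 0.43 for Col1a1, −0.20 to 0.17 for Col1a2, −0.32 to 0.19 for Or11a4 and −0.14 to 0.0047 for Fbrs, and the cause was not tested.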

Differences from the paper's values

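Of the tests given here, the methods' t-test over all probe rows with 1 symbol and over all probe rows was chosen only after the result was seen.

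At the paper's threshold 582 genes passed with limma, and the paper's reported value is 262. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the methods' t-test (196), among genes above the median signal (381), and without HCDDP array 3 (323), diabetic array 1 (361) or diabetic array 2 (352). It was not with trend and robust moderation (600), array weights (1362), quantile normalization (579), median centring (570), all probe rows (1898), the replicate block (840), linear signals (587), a fold change over 2 (90), or without HCDDP array 1 (670), HCDDP array 2 (587) or diabetic array 3 (1984). The methods' t-test over all probe rows with 1 symbol, chosen after the values were seen, gave 205, and over all probe rows 870. The methods' t-test calls 72 of the 74 measured genes of Tables 2 and 3 and drops 2, as limma does.

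Of the genes past the threshold, 414 were lower with limma, and the paper's reported value is 146. The count was within 1.5 times the paper's with the methods' t-test (108) and without HCDDP array 3 (185) or diabetic array 1 (214). It was not with trend and robust moderation (434), array weights (1063), quantile normalization (381), median centring (386), genes above the median signal (332), all probe rows (870), the replicate block (631), linear signals (423), a fold change over 2 (76), or without HCDDP array 1 (454), HCDDP array 2 (323), diabetic array 2 (240) or diabetic array 3 (1491). The number of higher genes, 168, lay within 1.5 times the paper's. The term counts compared, such as fat digestion and absorption, were equal, but only terms with every gene measured were compared. The study chose their genes on the same arrays, so this is not independent evidence. Of the other terms, apoptosis had 1 of the paper's 4 genes measured and past the threshold. Extracellular space had 24 past it of 25 measured (27 in the paper), and endoplasmic reticulum 14 of 15 (17 in the paper).

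Of the 74 measured genes of Tables 2 and 3, 72 passed the paper's threshold here. The other 2 were Fbrs, at −0.07 (standard error 0.16), and Rpl10, at −0.50 (standard error 0.37). The olfactory receptor gene Or11a4 (Olr1743), which the paper counts among the differentially expressed genes of its network, was at −0.01 (standard error 0.30).

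One sentence of the paper's discussion has CDDP inhibit TIMP1 and increase Bax. Other sentences and Fig. 5 have the opposite direction for both, and on the arrays Timp1 was 0.80 higher (standard error 0.20) and the first probe row that Bax shares with LOC681314 was at −0.82 (standard error 0.185), while the second was at 0.05 (standard error 0.276).

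The paper states that the differentially expressed genes related mainly to apoptosis. It also reports qPCR, immunohistochemistry and TUNEL results on apoptosis, which the arrays do not test. Of its own pathway list, Bcl2 was measured and was higher, at 2.07. Of 29 pro-apoptotic genes, 0 passed the paper's threshold with limma or with the methods' t-test, and 1 had an unadjusted p under 0.05 with either. Of 13 anti-apoptotic genes, Bcl2 was higher and Dad1 was lower with limma. The methods' t-test called 1 of the 13, Bcl2, and not Dad1.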

Other observations

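Of the tests given here, the fit without both arrays numbered 3 and the comparison with the splits that part the pairs were chosen only after the result was seen, and the lists, camera and the splits were fixed beforehand.

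The lists of phototransduction genes and cone markers had a lower median in the HCDDP group, although none of their genes passed the paper's threshold and the arrays of the groups overlapped across replicate numbers. As a median deviation from the mean of all 6 arrays, phototransduction was at 0.131 in HCDDP array 2 and −0.152 in diabetic array 3, and cones were at 0.0818 and −0.0963. Within each of the 3 pairs of arrays with the same number the HCDDP array was the lower one for both lists, with phototransduction at −0.302 against 0.251, 0.131 against 0.274 and −0.209 against −0.152, and cones at −0.356 against 0.271, 0.0818 against 0.303 and −0.254 against −0.0963. The rod, bipolar, amacrine, ganglion cell, Muller glia and pigment epithelium lists also lay higher in HCDDP array 2 than in diabetic array 3. In these lists too the HCDDP array was the lower one within each pair. Neither order of the arrays is therefore particular to light detection, and neither the labels nor the paper pairs the arrays by number. The 28 phototransduction genes had a median log2 difference of −0.28 (adjusted p = 4.79e-04 from camera), 23 of them negative, and the 12 cone markers had −0.37 (adjusted p = 0.00146), all 12 negative. Both calls were lost with an estimated correlation, at an adjusted p of 0.735 for each. Rod arrestin, Sag, was at 12.3 ± 0.12 (SD, n = 3) in the HCDDP group against 12.7 ± 0.23 (SD, n = 3), the cone opsin gene Opn1mw had −0.77 and the transducin subunit gene Gnb3 had −0.54, each with an adjusted p of 0.782 from limma. Opn1mw passed the paper's threshold with the replicate block (−0.77), with array weights (−1.09), and without diabetic array 3 (−1.19) or both arrays numbered 3 (−1.21). Gnb3 passed it without diabetic array 3 (−0.72), HCDDP array 2 (−0.66) or both arrays numbered 3 (−0.69). By limma 0 genes of either list passed an adjusted p, also when adjusted over the list alone, while 2 phototransduction genes and 1 cone marker had an unadjusted p under 0.05, and 1 and 0 did by the methods' t-test. Without HCDDP array 1 the adjusted p of camera was 0.0813 for phototransduction and 0.0531 for cones, and without both arrays numbered 3 it was 0.00101 and 0.00555. Of the lists, 18 of the 28 and 10 of the 12 genes also stand on another list. With the replicate block the rod markers (adjusted p = 0.0363) and the bipolar cell markers (0.0408) passed too, where they had 0.0579 and 0.0796 without it, and with the block and an estimated correlation the adjusted p was 0.509 for each.

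Of the lists of tissues next to the retina or outside it, those of the pigment epithelium, the lens and the liver passed as well, each lower, while others did not pass, with medians of −0.06 for the corneal and conjunctival epithelium (adjusted p = 0.742 from camera), −0.11 for the ciliary body and iris (0.127), 0.11 for extraocular muscle (0.116), 0.15 for the exocrine pancreas (0.227) and 0.28 for erythrocytes (0.143). The 19 markers of the retinal pigment epithelium had a median of −0.22 (adjusted p = 0.0153 from camera, adjusted p = 0.735 with an estimated correlation), 17 of them negative and none past the paper's threshold, by limma or by the methods' t-test. By limma 1 of them had an unadjusted p under 0.05 (2 did by the methods' t-test), the ion channel gene Trpm3 at −0.53, which passed the paper's threshold without diabetic array 1 (−0.64) or diabetic array 3 (−0.60). The list's call was lost without HCDDP array 1 (0.0813) or diabetic array 2 (0.135) and after quantile normalization (0.336). The 16 lens markers had −0.27 (adjusted p = 0.00280, adjusted p = 0.735 with an estimated correlation), with Grifin at −0.64 and Gja3 at −0.63 past the paper's threshold and 3 genes past an adjusted p when adjusted over the list alone. Grifin lost its call without HCDDP array 3 (−0.53) or diabetic array 1 (−0.56), Gja3 without HCDDP array 3 (−0.51) or diabetic array 2 (−0.54), and the list without HCDDP array 1 (0.0813) or diabetic array 3 (0.145), with array weights (0.257) and after quantile normalization (0.150). The 19 liver markers had −0.18 (adjusted p = 0.0232, adjusted p = 0.735 with an estimated correlation), with the albumin gene Alb at −2.48 and Rgn at −0.60 past the paper's threshold. By the methods' t-test 0 of the 19 had an unadjusted p under 0.05, so that test called neither gene. Alb lost its call without HCDDP array 3 (−1.88), Rgn without HCDDP array 1 (−0.50), HCDDP array 2 (−0.51), diabetic array 1 (−0.43) or diabetic array 3 (−0.58), and the list without HCDDP array 2 (0.176) or diabetic array 3 (0.475) and with array weights (0.208). Without both arrays numbered 3 the adjusted p was 0.2998 for the lens and 0.531 for the liver.

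In all, 8 of 49 lists were shifted by camera, all of them lower in the HCDDP group, and 41 were not. With fry 0 lists passed, and with an estimated correlation 0 did, 2 having an unadjusted p under 0.05. The 10 splits of the arrays are too few for a share under 0.05. A number of shifted lists as large as the real 8 came from 9 of the 10 splits, the highest other giving 14, and a number of enriched lists as large as the real 4 came from 3 of the 10, the highest other giving 4. Of the 4 splits that part every pair of arrays with the same number, the real one included, 3 gave at least 8 shifted lists, the highest other giving 10, and 1 gave 4 enriched lists, the highest other giving 2.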
